A study of Mus musculus with 110 samples.

How the data were processed

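V(D)J recombination at the mouse Igh locus was measured in 110 libraries by linear-amplification translocation sequencing from a bait at the JH4 gene segment, in which each read joins the bait to a prey position. Of these, 98 were full junction libraries and 12 were lists of off-target junctions. The 98 libraries came from v-Abl transformed pro-B cell lines, which were RAG2-deficient and carried an Eμ-Bcl2 transgene, and from pro-B cells of mouse bone marrow. Per the labels' protocols, the lines received RAG2 by nucleofection and an Abl kinase inhibitor at 3 µM for 4 days, with or without the auxin indole-3-acetic acid (IAA) at 500 µM, started 6 h earlier. IAA triggers breakdown of a protein that carries a degron tag when the cells express OsTIR1.

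The deposited files hold 1 line per junction read, with prey position, prey orientation, alignment bounds and per-read marks, and no column of counts. The labels state that the authors aligned the reads to a hybrid of mm9 with another Igh sequence; the aligner, its version and the filters are not stated. That hybrid genome was not at hand. Positions are given 1-based as the deposited files give them, in hybrid coordinates of chromosome 12, and mm9 positions come only from matches of prey sequence to the mm9 annotation. Positions of the same sequence lay 3 bases to one side of the bone marrow positions in a libraries and 3 bases to the other side in b libraries. This shift was measured in each library with short sequences taken from the bone marrow reads, and it was removed before tallying.

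Segments were defined from the data. Peaks of plus-orientation junctions over the full libraries, each library weighted equally, gave 254 candidates. The prey sequence at each was aligned with blastn 2.17.0 to the recombining ends of V and D segments annotated in mm9, and a match of at least 100 aligned bases that began near that end was required. This gave 178 segments, 150 VH and 28 D, of which 132 matched with over 95% identity. A symbol was used where a single peak matched it clearly best; other segments are named by hybrid position and by their closest mm9 symbol. The VH region ran from position 114829805 to 117639092. A junction was assigned to a segment within 100 bp. Junctions from every library were used; the mark for duplicate reads that the files carry was not used as a filter, since it occurs only in bone marrow replicates 1 to 3.

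Groups and replicate numbers came from the sample titles. Most replicates have an a and a b library; the IGCR1-deleted line has b libraries only and bone marrow has neither letter. Per-replicate shares are the mean of the shares in the a and b libraries, except for single segments tested with limma, whose shares come from the a and b junctions summed. Values are given as mean ± SD over replicates. The IAA treatment is missing from the treatment label of 4 libraries titled IAA, and the title was followed. Read names gave 11 sequencing runs. Shares were compared with a two-sided exact permutation test on the difference of group means, and with an exact sign-flip test on same-numbered pairs as the paired form. Differences between lines in the effect of IAA were tested on the difference of log2 ratios of mean shares, by full enumeration of label arrangements within each line: 64680 arrangements for the CTCF degron comparisons and 1400 for the Rad21 degron comparison. Such arrangements test for no effect in either line. Equal effects were tested for the CTCF degron comparisons by permuting line labels over the log2 ratios of same-numbered pairs. The design had named a random draw for these; full enumeration was smaller and replaced it. Benjamini-Hochberg values were computed over the 18 share comparisons, over the 4 comparisons of IAA effects, and over 184 tests of further measures. Groups of 3 against 3 cannot give p below 0.1.

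Segments were tested in R 4.3.3 with limma 3.58.1 (voom weights, lmFit and eBayes) on junction tallies summed over a and b, with the library total of deposited junctions as the scale, a pseudocount of 0.5, a minimum mean of 10 junctions per replicate, and a Benjamini-Hochberg adjusted p under 0.05. Changes are therefore relative to all junctions of a library. The test was checked on simulated data made from the reference-group means, library totals and median spread of each comparison. Across 50 simulations per comparison, with log2 changes of 2 in either direction, between 90.4% and 100% of the changed segments were recovered. Between 3.49% and 5.45% of calls were false. The lowest recovery was that of the Rad21 degron comparison, with 19 segments. Only part of the segments was changed, such as 18 of 70 for CTCF degron with IAA against untreated, about equally up and down. The real comparison there called 62 of 70, 61 of them higher. The simulated rates do not cover such a one-sided shift.

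The named segments follow a rule set before the data were examined. They are the D segments nearest to and farthest from JH, the most D-proximal VH with junctions in every untreated parental replicate, the VH with the highest mean share in untreated parental cells, and per comparison at most 4 segments with the largest absolute log2 change among those past the threshold whose replicate shares do not overlap. Ighd1-1, the most used D segment, was named in other places after its values were seen.

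Library totals ran from 609 to 116863 junctions in the full libraries, and each off-target replicate list holds 415. Single-library shares have 95% Wilson intervals. A share of 0 is given with the smallest share the depth can show, taken as 3 junctions of the total. The labels describe no molecular identifiers, so intervals and floors cover counting error only. Alternatives comprised junctions in segments only as the denominator, identical junctions counted once, a or b libraries only, libraries without the IAA label left out, the replicate number as a block, each replicate left out in turn, limma-trend, median-of-ratios scaling, no filter on low tallies, and a window of 1000 bp. Without molecular identifiers, counting identical junctions once can also merge separate joins of the same form. It moved the Ighd1-1 share from 60.4% to 36.7% in untreated parental replicate 3, and from 61.6% to 55.5% in replicate 1. A share that rises under this counting does not by itself exclude repeated copies. Pairing rests on the replicate numbers in the titles; whether same-numbered replicates deviate together was checked by the correlation of their deviations from group means over the tested segments. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.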

Results

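The data are junctions between a JH4 bait and prey sites in 17 groups of libraries, with 3614188 junction reads in all. The Rad21 degron line had 3 replicates per treatment, and the same line with a deletion of IGCR1, the CTCF-bound control region between the D and VH segments, had 4. The CTCF degron line had 6 replicates with IAA and 6 without. The control lines were the parental line, a line with OsTIR1 only and a line with the CTCF tag only, each with 4 replicates per treatment. Bone marrow pro-B cells had 6 replicates. Off-target lists covered 6 CTCF degron and 4 parental replicates with IAA, plus a pool of each. Among the full libraries, replicate totals were lowest in the IAA groups of the Rad21 degron lines, at 1263 to 2492 junctions without and 1608 to 2668 with the IGCR1 deletion. The untreated counterparts had 25046 to 46510 and 5329 to 15327. CTCF degron replicates had 21416 to 35133 junctions with IAA and 26375 to 58885 without. Untreated and IAA-treated replicates had 14866 to 231023 and 42463 to 194109 junctions in the parental line, 42222 to 95157 and 52082 to 69340 in the OsTIR1-only line, and 107550 to 167608 and 141836 to 192055 in the CTCF-tag-only line. Bone marrow replicates had 30090 to 89909.

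In untreated parental cells, 60.8% ± 0.57 (SD, n = 4) of junctions lay at the D segment Ighd1-1 (DFL16.1, position 114734544; 114720381 to 114720403 in mm9). Ighd4-1 (DQ52), the D segment nearest JH at position 114673089 (114668739 to 114668749 in mm9), held 5.65% ± 0.941 (SD, n = 4). The D segment farthest from JH, Gm16968 at position 114786758, had 27 junctions over all full libraries. The most D-proximal VH used in every untreated parental replicate was at position 114830805 (closest to Ighv5-6 of mm9, 90.7% identity), with 6515 junctions over all full libraries. The most used VH in untreated parental cells was Ighv5-2 (VH81X) at position 114836377 (114816715 to 114817201 in mm9), with 2.26% ± 0.346 (SD, n = 4) of junctions.

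The Rad21 degron comparison asks what loss of a cohesin subunit does to the reach of recombination along the locus. The share of junctions in the VH region, called the VH share from here on, was 0.0660% ± 0.0743 (SD, n = 3) with IAA and 1.90% ± 0.0794 (SD, n = 3) without. The difference was −1.83 percentage points (two-sided exact permutation test, p = 0.1, the smallest this design allows; Benjamini-Hochberg 0.129). IAA replicates held 0 to 4 VH junctions each, and a share of 3 junctions, taken as the floor, ran from 0.120% to 0.238%. The difference was −1.76, −1.97 and −1.76 points within the 3 runs that each held a pair. The setting that moved it most, identical junctions counted once, gave −2.30 points. The share at Ighd4-1 rose from 14.5% ± 2.04 to 56.7% ± 6.04 (SD, n = 3 each; difference 42.2 points; exact permutation p = 0.1, the smallest possible). Within runs this difference was 45.5, 45.2 and 36.0 points.

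Limma called 12 of 19 tested segments changed with IAA in the Rad21 degron line, 1 higher and 11 lower. All 7 tested VH segments were lower, by log2 changes from −4.15 to −1.20. The higher segment was Ighd4-1, chosen for naming as the nearest D, with a log2 change of 1.95. The scale matters here: with median-of-ratios scaling, 4 segments passed, 1 higher and 3 lower, and the median log2 change over tested segments moved from −1.20 to −0.12. The named segments were Ighv5-2, the VH segments at positions 114846142 (closest to Ighv2-2 of mm9, 99.6% identity) and 114855361 (closest to Ighv5-4, 96.2%), and Ighd1-1. Ighv5-2 had 2 junctions with IAA against 963 without, a share at least 4.82-fold lower (log2 −4.15, SE 0.43, limma adjusted p = 6.76e-08). The segment at 114846142 had 0 against 317 junctions and was at least 1.60-fold lower. The segment at 114855361 had 0 against 138 junctions (log2 −2.09, SE 0.49, limma adjusted p = 0.00128); no fold is given, since its untreated share of 0.119% was under the 3-junction floor of the IAA replicates. The Ighd1-1 share fell from 45.6% ± 2.54 to 5.02% ± 2.05 (SD, n = 3 each; log2 −3.23, SE 0.46, limma adjusted p = 3.28e-06).

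With IGCR1 deleted, the same question is asked where VH joining is frequent before treatment. Untreated, the VH share was 50.7% ± 2.33 (SD, n = 4) in the IGCR1-deleted line against 1.90% in the undeleted line (difference 48.8 points; exact permutation p = 0.0286, the smallest possible; Benjamini-Hochberg 0.0571). These groups share no sequencing run; the share was 50.6% and 50.7% in the runs of the deleted line and 1.81%, 1.97% and 1.91% in those of the undeleted line. With IAA the VH share of the deleted line was 6.14% ± 0.721 (SD, n = 4), a difference of −44.5 points (exact permutation p = 0.0286, the smallest possible; Benjamini-Hochberg 0.0571). Within the run that held 3 pairs the difference was −44.9 points, and in the run with the remaining pair it was −43.5. Identical junctions counted once gave −38.9 points. The share at Ighd4-1 rose from 14.1% ± 2.17 to 54.0% ± 0.937 (SD, n = 4 each; exact permutation p = 0.0286, Benjamini-Hochberg 0.0571), a difference of 39.9 points, with 40.7 and 37.7 within the pair of runs. On the log2 scale the VH share changed by −3.04 with the deletion and by −4.85 without it, the latter resting on IAA replicates with 0 to 4 VH junctions. Whether these effects differ, by 1.80, was not tested: the 1400 arrangements of IAA labels within each line (exact permutation p = 0.331) carry the IAA effects themselves, and a replicate without VH junctions has no log2 ratio of its own.

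**Figure D1:**
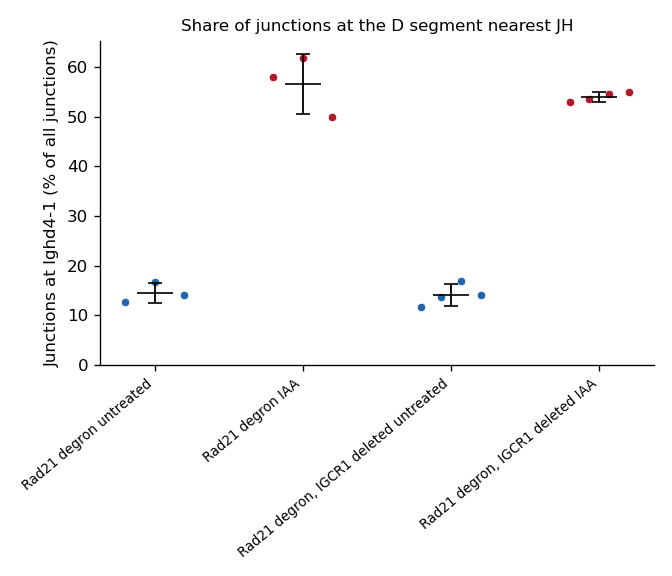
Share of junctions at Ighd4-1 in percent of all junctions (y axis) for each replicate (points) of the Rad21 degron line without and with the IGCR1 deletion, untreated or with IAA (x axis), with the mean and SD as bars. The IAA replicates sit between 50.05% and 61.9%, above all untreated replicates of both lines, whose highest value is 16.9%.

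In the IGCR1-deleted line limma called 9 of 18 segments, 3 higher and 6 lower; all 5 tested VH segments were lower. Median-of-ratios scaling gave 10, 4 higher and 6 lower, and moved the median log2 change from −0.07 to 0.06. Of the segments lower there, 6 were among the 11 called lower without the deletion, and Ighd4-1 was higher in both. The segment at 114855361 had 3 junctions in all with IAA and 535 without, a share at least 7.70-fold lower. The VH segment at 114846142 fell from 6.53% to 0.754% of junctions (log2 −3.24, SE 0.32), and Ighd1-1 from 10.5% to 1.16% (log2 −3.16, SE 0.45). Ighv5-2 fell from 39.97% ± 1.97 to 4.58% ± 0.605 (SD, n = 4 each; log2 −3.13, SE 0.11, limma adjusted p = 3.91e-10).

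The CTCF degron comparison asks whether loss of CTCF changes how far recombination reaches into the VH region. The VH share was 27.5% ± 2.78 with IAA and 4.07% ± 1.37 without (SD, n = 6 each). The difference of 23.5 points was past the threshold (exact permutation p = 0.00216, the smallest possible; Benjamini-Hochberg 0.0171), and all 12 replicates came from 1 run. The replicate shares did not overlap, at 23.8% to 30.3% against 2.64% to 6.56%. Same-numbered replicates deviated together only weakly over the tested segments (mean r = 0.188; 0.279 for the VH share), and with the replicate block the difference was 23.5 points as well, higher in 6 of 6 pairs (exact sign-flip p = 0.03125, the smallest possible). Against untreated parental cells, at 4.61% ± 0.918 (SD, n = 4), the difference was 22.9 points (exact permutation p = 0.00476, the smallest possible; Benjamini-Hochberg 0.0171). These groups share no run, and the parental runs had means of 3.88% and 5.34%.

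**Figure D2:**
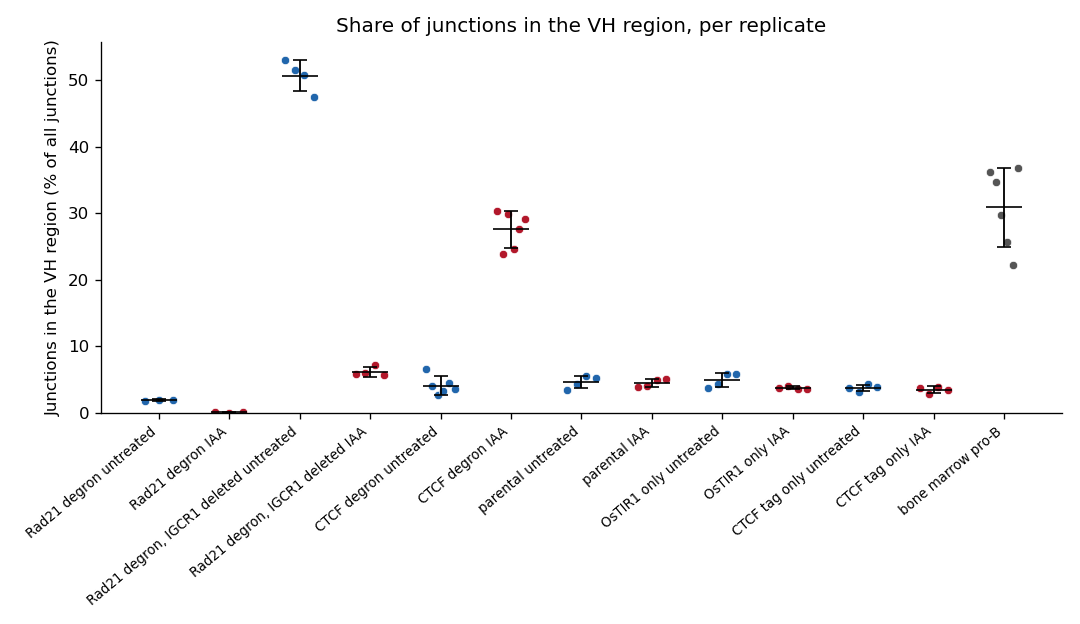
Share of junctions in the VH region in percent of all junctions (y axis) for each replicate (points) of the full-library groups (x axis), with the mean and SD as bars; blue is untreated, red is IAA and grey is bone marrow. CTCF degron replicates with IAA lie between 23.8% and 30.3%, while replicates of the 3 control lines reach at most 5.82% with or without IAA.

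Limma called 62 of 70 segments changed with IAA in the CTCF degron line, 61 higher and 1 lower, and 62 as well with the replicate block. Of 54 tested VH segments, 52 were higher, with log2 changes from 1.24 to 6.27. Scaling by median of ratios gave 46 called segments, 26 higher and 20 lower, and moved the median log2 change from 2.76 to 0.43; 38 of them were shared with the 62 and 27 of those kept their direction. The rise is thus relative to all junctions of a library. The named segments were the VH segments at 114919648 and 115015512 (both closest to Ighv5-9 of mm9, 96.9% and 97.7% identity), at 115501873 (closest to Ighv14-2, 95.4%), and Ighv14-2 at 115572761. The first rose from 0.00742% ± 0.00776 to 0.520% ± 0.0928 of junctions (SD, n = 6 each; log2 6.27, SE 0.43, limma adjusted p = 1.60e-20). The segment at 115015512 was at or under the floor without IAA and at least 32.1-fold higher with it. The log2 change was 4.98 (SE 0.43) at 115501873 and 4.97 (SE 0.43) at Ighv14-2.

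Against untreated parental cells, limma called 65 of 71 segments with IAA in the CTCF degron line, 62 higher and 3 lower; 59 of the higher ones were also higher against the line's own untreated cells. With median-of-ratios scaling 65 were called, 52 higher and 13 lower, and the median log2 change moved from 4.91 to 3.43. The named segments were Ighv14-1 at 115810681 (log2 7.90, SE 0.52), the VH segment at 116090723 (closest to Ighv8-13 of mm9, 85.7% identity; at least 48.0-fold higher, with the parental libraries at the floor), Ighv15-2 at 116193011 (log2 7.70, SE 1.02), and the VH segment at 116240676 (closest to Ighv1-76, 82.9%; log2 7.60, SE 0.54). The last rose to 2.25% ± 0.584 (SD, n = 6) from 0.00867% ± 0.0102 (SD, n = 4). The low identities leave the names of the second and the last open.

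**Figure D3:**
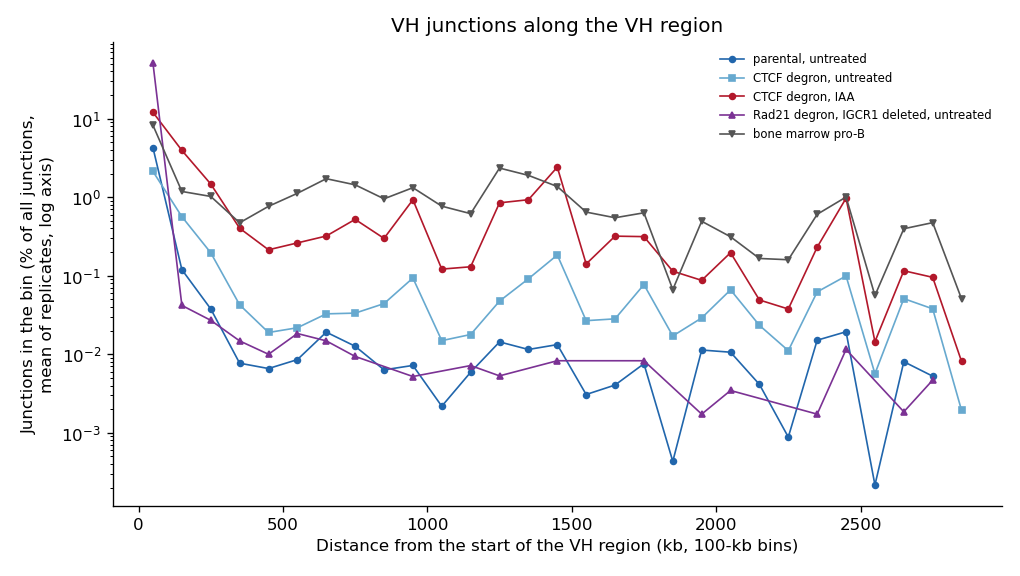
Mean share of junctions per 100-kb bin in percent of all junctions (y axis, log scale) against distance from the start of the VH region in kb (x axis) for 5 groups; bins with a mean of 0 are not drawn and lines pass over them. In the first bin the IGCR1-deleted line has 50.5%, CTCF degron cells with IAA 12.03% and untreated parental cells 4.25%; beyond 500 kb the bin means reach 2.42% for CTCF degron with IAA, 2.35% for bone marrow and 0.0193% for untreated parental cells.

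Without IAA the CTCF degron line had a VH share close to the parental one (difference −0.543 points; exact permutation p = 0.514), smaller than the spread between replicates. Its segment use differed: limma called 21 of 34 segments, 17 higher and 4 lower, 15 and 3 of them VH. Median-of-ratios scaling gave 26, 16 higher and 10 lower, with the median log2 change at 0.27 in place of 0.42. The VH segment at 116240676 was higher by log2 4.04 (SE 0.45), the one at 115768765 (closest to Ighv9-2 of mm9, 94.6% identity) by 3.48 (SE 0.53), the one at 115055836 (closest to Ighv5-9, 98.1%) by 3.05 (SE 0.44), and Ighv1-9 at 116212002 by 3.05 (SE 0.51). These groups share no run.

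The control lines ask whether IAA, OsTIR1 or the CTCF tag alone moves the same measure. In the parental line the VH share was 4.43% ± 0.605 with IAA and 4.61% ± 0.918 without (SD, n = 4 each; difference −0.180 points; exact permutation p = 0.743). It was −0.387 points within the run that held both treatments. Same-numbered replicates deviated together weakly over the tested segments (mean r = 0.131) and strongly in the VH share (r = 0.909), and the paired difference had p = 0.5 (exact sign-flip test; the smallest possible is 0.125). The OsTIR1-only line had 3.72% ± 0.224 with IAA and 4.93% ± 1.06 without (SD, n = 4 each; difference −1.21 points; exact permutation p = 0.0857). The fall was −0.154 points in 1 run and −2.26 in the other. Same-numbered replicates of this line deviated together over the segments (mean r = 0.771) but not in the VH share (r = −0.658), and the paired test of the difference gave p = 0.25 (exact sign-flip). The CTCF-tag-only line had 3.43% ± 0.508 and 3.72% ± 0.477 (SD, n = 4 each; difference −0.281 points; exact permutation p = 0.429), all in 1 run. Here the replicates deviated together over the segments (mean r = 0.673) and in the VH share (r = 0.926), and the share was lower in 4 of 4 pairs (exact sign-flip p = 0.125, the smallest possible).

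Limma called 9 of 32 segments with IAA in the parental line, 8 D segments higher and 1 lower, and 12 with the replicate block. Median-of-ratios scaling gave 5, 3 higher and 2 lower, with the median log2 change at 0.02 in place of 0.18, and 0 passed with identical junctions counted once (1 at an unadjusted p under 0.05). The named D segments were those at 114700407 and 114710077 (both closest to Ighd2-4 of mm9, 98.5% identity), at 114690286 (closest to Ighd2-8, 95.8%), and Ighd2-6, with log2 changes of 0.66, 0.65, 0.54 and 0.35. In the OsTIR1-only line 1 of 23 segments passed, the D segment at 114700407 (log2 0.66, SE 0.15, limma adjusted p = 0.0220), and 13 passed with the replicate block, 7 higher and 6 lower. In the CTCF-tag-only line 0 of 74 segments passed (4 at an unadjusted p under 0.05), and 13 passed with the replicate block, 11 higher and 2 lower.

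The effect of IAA on the VH share, as a log2 ratio, was 2.76 in the CTCF degron line. It was −0.06 in the parental line, −0.41 in the OsTIR1-only line and −0.11 in the CTCF-tag-only line. The CTCF degron effect exceeded these by 2.82 (p = 0.000804, Benjamini-Hochberg 0.00107), 3.16 (p = 9.28e-05, Benjamini-Hochberg 0.000371) and 2.87 (p = 0.000464, Benjamini-Hochberg 0.000928), each by exact permutation over 64680 arrangements of IAA labels within the lines, which tests for no IAA effect in either line. Equal effects were tested on the log2 ratios of same-numbered pairs, a test chosen after the data were seen. These were at least 2.20 in the CTCF degron line and reached at most 0.17 in the control lines, with differences of 2.86, 3.19 and 2.93 in the same order (exact permutation of line labels, p = 0.00476 each, the smallest possible).

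The share of VH junctions at the most D-proximal used VH, at 114830805, was 2.11% ± 0.823 with IAA and 2.31% ± 0.728 without in the CTCF degron line (SD, n = 6 each; exact permutation p = 0.647; exact sign-flip p with the replicate block 0.719). Untreated parental cells had 3.24% ± 0.422 (SD, n = 4). Differences to them were −1.14 points with IAA (exact permutation p = 0.0524, Benjamini-Hochberg 0.0943) and −0.930 without (exact permutation p = 0.0667, Benjamini-Hochberg 0.109). Both fell on the other side of 0.05 with identical junctions counted once, at −1.61 (exact permutation p = 0.0333) and −1.45 points (exact permutation p = 0.0333).

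Bone marrow pro-B cells give the reference for VH use in the animal. The treatment label of replicates 4 to 6 lists an Abl kinase inhibitor although the cells are primary, and replicate 1 has no sorting label. Whether these are label errors is open. Their VH share was 30.8% ± 5.99 (SD, n = 6), 26.2 points above untreated parental cells (exact permutation p = 0.00476, the smallest possible; Benjamini-Hochberg 0.0171). The groups share no run; the bone marrow runs had means of 33.5% and 28.2%. Same-numbered replicates, which are different cells, had a mean r of 0.126 over the segments and an r of −0.848 in the VH share, and the block gave 26.9 points over 4 pairs (exact sign-flip p = 0.125, the smallest possible). The D-proximal VH held 0.506% ± 0.0954 of VH junctions (SD, n = 6; difference −2.74 points; exact permutation p = 0.00476), and −2.72 with the block. Limma called 141 of 143 segments, 137 higher and 4 lower; 137 were called with the block, and median-of-ratios scaling gave 129, 114 higher and 15 lower, with the median log2 change at 3.20 in place of 5.34. Of the 61 segments higher with IAA in the CTCF degron line, 57 were among the 137. The named segments were Ighv1-4 at 116115569 (0 junctions in parental cells, at least 33.5-fold higher), the VH segment at 115608445 (closest to Ighv3-1 of mm9, 93.8% identity; at least 51.6-fold higher), Ighv3-6 at 115918938 (at least 50.1-fold higher) and Ighv15-2 (log2 8.18, SE 0.77).

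The libraries titled off-target hold lists of junctions whose selection the labels do not describe; between 20.2% and 26.0% of the CTCF degron junctions and between 6.51% and 14.0% of the parental ones lay in V or D segments. The VH share was 8.35% ± 2.99 (SD, n = 6) in the CTCF degron lists and 0.361% ± 0.241 (SD, n = 4) in the parental lists, both with IAA (difference 7.99 points; exact permutation p = 0.00952, Benjamini-Hochberg 0.0286). Each parental list held at most 2 VH junctions of 415, under the floor of 0.723%. Counting only junctions in segments, the difference was 5.08 points (exact permutation p = 0.0524). Plus-strand junctions made up 80.0% ± 4.40 and 95.1% ± 0.799 (SD, n = 6 and 4; difference −15.1 points; exact permutation p = 0.00476, Benjamini-Hochberg 0.0171), and −0.947 points among junctions in segments (exact permutation p = 0.133). The pools, without replicates, had VH shares of 8.43% (95% Wilson interval 7.59% to 9.36%) and 0.655% (0.444% to 0.965%) of 3819 junctions. The groups share no run.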

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

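The tests chosen before their results were seen are those of a few VH segments, of counting noise, of the missing a libraries, of random alignment in replicate 1, and of bone marrow reads in IAA replicate 3; the other tests of this part were chosen only after the result was seen.

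The IAA effect on the VH share differed between lines. On the log2 scale it was larger in the CTCF degron line than in the parental line by 2.82, than in the OsTIR1-only line by 3.16 and than in the CTCF-tag-only line by 2.87. With line labels permuted over same-numbered pairs, the differences were 2.86, 3.19 and 2.93 (exact permutation p = 0.00476 each, the smallest possible). IAA alone would raise the share in the control lines, but the highest mean change of a control line was −0.180 points, and the highest log2 ratio of a control pair was 0.17. Low depth would raise it in untreated replicates as small as those with IAA, whose highest share, with the IGCR1-deleted line left out, was 6.56% against a lowest IAA replicate of 23.8%. Repeated copies would shrink the difference within the degron line, but with identical junctions counted once it was 24.7 points. Without the libraries that lack the IAA label it was 23.1 points, and within the run that holds all 12 replicates 23.5. Reads with the bone marrow bait ending made up at most 0.0182% of any of the 12 CTCF degron libraries with IAA. Reads from the IGCR1-deleted line would bring Ighv5-2 with them, which holds 78.9% of the VH junctions there, but its share was at most 2.39%. The 5 VH segments with the most junctions under IAA held 53.2% of the VH junctions, and without them a difference of 10.3 points remained (exact permutation p = 0.00216, the smallest possible). None of these explanations accounts for the difference. Loss of CTCF may therefore raise the use of the VH region, as a hypothesis found and tested on the same data. Against the line's own untreated cells, a farther reach within that region was not shown by junctions over 500 kb from its start. They made up 34.7% of VH junctions with IAA and 28.9% without, higher in 4 of 6 pairs (exact permutation p = 0.284, Benjamini-Hochberg 0.401). Those untreated cells were already far above untreated parental replicates, which held 3.40% to 5.24%. IAA replicates of the degron line held 20.6% to 39.1%, without overlap with parental ones, but these groups share no run. Within the VH junctions, the part held by Ighv5-2 became smaller. Its share of them was 8.94% to 22.2% in untreated replicates and 1.48% to 2.39% with IAA, without overlap. Relative to all junctions, 52 of 54 tested VH segments were called higher and 0 lower. The fall is thus in a part of a larger VH total, and no loss of Ighv5-2 joining was called. The share at the most D-proximal used VH showed no such fall, at 2.31% without and 2.11% with IAA. A property of this line other than the degron was not tested.

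Single replicates far from the others of their group were found in 9 of 76 combinations of group and measure over 6 measures, where chance gives about 3.8. The 9 are not independent, since CTCF degron IAA replicate 1 was found for more than 1 measure and its reads make up an off-target list also found. Some others rest on very few junctions, so the excess over 3.8 may be overstated. Each such replicate was compared with the pooled others by Fisher's exact test. Since the replicate was picked for being extreme and repeated copies make reads dependent, a small p there does not exclude counting noise or ordinary spread between replicates. No biological explanation was tested for any of them, since the design gives none.

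The VH share of replicate 3 of the IGCR1-deleted line with IAA was 7.21% (116 of 1608 junctions), against 5.69% to 5.93% in the others. The p-value was 0.0363 (Fisher's exact test, two-sided). Untreated replicate 3, from the same run, was 0.0774 points above the other untreated replicates, but at a share of 50.7% it could hardly show an effect of a few reads, so the run is left open. The library held 27 reads (1.68%) with the bait ending of bone marrow libraries, 24 of them in VH segments, and without these its share was 5.82%, within the range of the others. Reads carried over from a bone marrow library are a candidate explanation, which cannot be told apart from another effect of the run.

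The VH share of replicate 1 of the parental off-target lists was 0%, against 0.482% in the others; 0 of 415 against 6 of 1245 junctions is within counting noise (Fisher's exact test, two-sided, p = 0.347).

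The D-proximal share of VH junctions was 3.15% in untreated CTCF-tag-only replicate 4 (201 of 6360), against 1.98% to 2.02% (Fisher's exact test, two-sided, p = 6.47e-07). IAA replicate 4 of the line was also the highest of its group, at 3.33% against at most 2.77%, so replicate 4 may come from different cells than the other replicates. In parental IAA replicate 1 it was 3.82% (63 of 1651), against 2.71% to 2.89% (Fisher's exact test, two-sided, p = 0.0262); no other explanation was tested.

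In CTCF degron IAA replicate 1 the plus-strand share was 98.0%, against 98.5% to 98.7% (Fisher's exact test, two-sided, p = 1.64e-10). The same replicate had 0.617% of its junctions at the Igk locus on chromosome 6, against 0.103% to 0.196% (Fisher's exact test, two-sided, p = 3.92e-33). These were 132 junctions at 100 positions. Repeated copies would bring the share toward the other replicates, but with identical junctions counted once in all of them it was 0.699% against 0.123% to 0.213%. Random alignment would scatter them, but 90.2% lay within 100 bp of an Igk V or J gene end. Neither accounts for it. Untreated replicate 1 of the line was also the extreme of its group in both measures, with a plus-strand share of 98.35% against 98.75% to 99.23% and an Igk share of 0.205% against 0.102% to 0.170%, so replicate 1 may come from different cells than the other replicates. Off-target replicate 1 of this line, whose reads come from that replicate, had 20.96% at Igk (87 of 415), against 5.54% to 8.92% (Fisher's exact test, two-sided, p = 5.36e-14).

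Bone marrow replicate 4 had 3 Igk junctions, 0.00712%, and the others 0 (Fisher's exact test, two-sided, p = 0.00168); with identical junctions counted once it was 0.00707%, and counts this low decide nothing. Untreated CTCF-tag-only replicate 3 had 0.238% of junctions on other chromosomes (365 of 153787), against 0.121% to 0.134% (Fisher's exact test, two-sided, p = 5.09e-19). No other explanation was tested for either.

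Junctions outside the Igh locus were not part of the comparisons. At Igk, the untreated IGCR1-deleted line had 0.640% ± 0.133 (SD, n = 4) of its junctions, against 0.238% in the untreated undeleted line with 3 replicates (two-sided exact permutation p = 0.0286, the smallest possible; Benjamini-Hochberg 0.0674 over 184 further measures, which does not pass). Of these Igk junctions 90.5% lay within 100 bp of V or J gene ends, windows that cover 1.30% of the locus, so random alignment does not account for them. The difference was 0.457 points with identical junctions counted once, and 0.391 points against b libraries alone (exact permutation p = 0.0286), so neither repeated copies nor the missing a libraries account for it. The groups share 0 sequencing runs, so the difference cannot be told apart from the run.

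On chromosomes other than 12, Igk apart, the Rad21 degron line had 14.9% ± 6.76 of its junctions with IAA and 0.177% without (SD, n = 3; exact permutation p = 0.1, the smallest possible; Benjamini-Hochberg 0.177). The IGCR1-deleted line had 9.84% ± 2.86 and 0.452% (SD, n = 4; exact permutation p = 0.0286, the smallest possible; Benjamini-Hochberg 0.0674). Neither passes the correction. With identical junctions counted once the former was 15.6%, and the lowest difference within a run was 8.67 points, so repeated copies and the run do not account for the rise. A constant background over fewer Igh junctions would leave the number per replicate unchanged; it was 4.25 times as high, at 282 against 66.3, but amounts of DNA per library were not compared, so the rise cannot be told apart from such a background.

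The CTCF degron line had 0.591% ± 0.207 (SD, n = 6) on other chromosomes with IAA and 0.177% without, higher in 6 of 6 pairs (exact permutation p = 0.00216, the smallest possible; Benjamini-Hochberg 0.0225). All 12 replicates came from 1 run, so the difference of 0.414 points lies within it, and it was 0.418 points with identical junctions counted once; the run and repeated copies do not account for it. A control replicate with IAA reached 0.460%, within the range of the degron line, and the number of such junctions was 2.37 times as high with IAA while amounts of DNA per library were not compared. The changes of same-numbered pairs, from 0.0972 to 0.665 points, were larger on average than those of each control line, which reached 0.286 in the OsTIR1-only line (exact permutation of line labels, highest p = 0.0333, not corrected for multiple tests). The highest pair changes of the parental and CTCF-tag-only lines, 0.0915 and 0.0839 points, lay below all of the degron line, but those of the OsTIR1-only line overlapped. These values argue against an IAA effect of equal size in every line but do not exclude it. The rise cannot be told apart from a constant background over fewer Igh junctions, and a smaller share of IAA alone in it is not excluded.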

How the results depend on the processing

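The alternatives were chosen in advance, except for 5 chosen after the data were seen. In 3 of these, line labels were permuted over same-numbered pairs. The other 2, with reads marked as duplicates left out in bone marrow, gave 39.4 points for the VH share (exact permutation p = 0.00952) and −2.70 for the D-proximal VH share, past the threshold as before. These 2 values mix unlike measures. Filtered VH shares of replicates 1 to 3, 57.8% to 62.6%, were averaged with unfiltered ones of replicates 4 to 6, 22.3% to 36.7%. The parental shares were unfiltered too, since no reads are marked there. The simulations without the filter were chosen after that result was seen.

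Over the 18 share results, 217 of 248 alternative values kept their direction and their side of the threshold, and 31 did not. Over the 9 counts of changed segments, 123 of 151 alternative counts stayed within the allowed factor of the count reported and 28 did not. This factor was applied to the number of calls only, not to their direction or to which segments were called. Median-of-ratios scaling for CTCF degron with IAA against untreated thus stayed within it, although its calls were split between higher and lower. The 4 differences between lines in the IAA effect kept direction and side in all 100 alternatives run: from 2.59 to 3.06 log2 units against the parental and CTCF-tag-only lines, from 2.86 to 3.35 against the OsTIR1-only line, and from 1.22 to 3.16 for the IGCR1 deletion, where the side shows nothing because label arrangements carry the IAA effects. Of 483 alternative values for the 29 named segments, 468 did, and 15 became weaker. No a-only alternative exists for the IGCR1-deleted line, and no a or b alternative for bone marrow and the off-target lists.

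The VH share in the CTCF degron line with IAA exceeded that of its untreated cells by 22.5 to 24.7 points in the other settings and by 22.9 to 24.2 points with each replicate left out. In the Rad21 degron line the difference ran from −2.30 to −1.79 points, a design in which p cannot go under 0.1. Its depth limits what can be said about VH use with IAA, since shares under 0.120% to 0.238% rest on fewer than 3 junctions per replicate.

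Pairing by replicate number left fewer arrangements, so these results lost the threshold by design: with 4 pairs no p under 0.125 is possible, and with 3 pairs none under 0.25. The values were −44.5 points for the VH share and 39.9 for the Ighd4-1 share in the IGCR1-deleted line, 22.5 for CTCF degron with IAA against untreated parental cells, and 26.9 and −2.72 for the VH share and the D-proximal VH share of bone marrow. They were 6.75 and −17.2 for the VH share and the plus-strand share of the off-target lists (exact sign-flip p = 0.125 for each), and 49.8 points for the untreated IGCR1 deletion (exact sign-flip p = 0.25). Over the tested segments same-numbered replicates deviated together little, at a mean r of 0.0570 in the Rad21 degron line, −0.0439 with IGCR1 deleted, and −0.0153 and −0.0735 for CTCF degron with and without IAA against parental cells. In the shares themselves r was 0.714 for Ighd4-1 and 0.0729 for the VH share with IGCR1 deleted, −0.171 for CTCF degron with IAA against parental cells, −0.848 (VH share) and −0.305 (D-proximal VH share) in bone marrow, 0.711 (VH share) and −0.517 (plus strand) in the off-target lists and −0.757 for the untreated IGCR1 deletion.

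The share of VH junctions at the most D-proximal used VH, against untreated parental cells, passed 0.05 in some settings. For CTCF degron with IAA it was −1.61 points with identical junctions counted once (exact permutation p = 0.0333), −1.55 with b libraries only (exact permutation p = 0.0190) and −1.27 without the libraries that lack the IAA label (exact permutation p = 0.0397); over all 6 settings, these included, p ran from 0.0190 to 0.171. Without IAA it was −1.45 with identical junctions counted once and −1.18 with b libraries only (exact permutation p = 0.0333 for both); p ran from 0.0333 to 0.229 over all 5 settings. With 1 replicate left out these differences ran from −1.38 to −0.953 and from −1.13 to −0.768. They passed 0.05 with IAA without degron replicate 3 or 5 (exact permutation p = 0.0238 and 0.0397), and without IAA in the absence of degron replicate 4 or 6 or parental replicate 2 (exact permutation p = 0.0317, 0.0397 and 0.0476). The cause was not tested. Counting only junctions in segments, the off-target VH share differed by 5.08 points (exact permutation p = 0.0524) and the plus-strand share by −0.947 (exact permutation p = 0.133); the cause was not tested.

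With 1 replicate left out, the parental VH difference ran from −0.564 to 0.116 points and reversed in 3 fits: 0.00176 without IAA replicate 1, 0.116 without untreated replicate 3 and 0.0100 without untreated replicate 4. The OsTIR1-only difference ran from −1.61 to −0.908, past the threshold once. The cause was not tested. The untreated IGCR1 deletion ran from 48.0 to 49.8, where the fits could not go under 0.0667.

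Among the counts of changed segments, dropping the filter on low tallies gave 97 in the Rad21 degron line, 39 with IGCR1 deleted, 143 and 159 for CTCF degron with IAA against its untreated cells and against parental cells, 79 for untreated CTCF degron, and 0 for OsTIR1 only (7 at an unadjusted p under 0.05). Of the 85 higher segments among the 97, 84 held at most 3 junctions with IAA, as did 28 of the 32 higher segments with IGCR1 deleted. Simulated data without any change gave medians of 79.5 and 29 calls for these 2 comparisons without the filter, and 0 for the others, so low depth may account for many such calls in these 2. Median-of-ratios scaling gave 4 in the Rad21 degron line and 5 in the parental line. Identical junctions counted once gave 0 in the parental line (1 at an unadjusted p under 0.05) and 0 in the OsTIR1-only line (3 at an unadjusted p under 0.05). With a or b libraries only, 7 and 7 were called in the Rad21 degron line, 39 and 41 for CTCF degron with IAA, and 13 and 12 for untreated CTCF degron. Fewer segments were tested there; for CTCF degron with IAA it was 48 in place of 70, and all 39 and 41 were among the 62. The replicate block gave 12 for untreated CTCF degron, and 13 each for OsTIR1 only and CTCF tag only, where same-numbered replicates deviated together. With 1 replicate left out, counts ran from 6 to 17 in the Rad21 degron line and from 0 to 2 in the OsTIR1-only line. The cause of these other changes was not tested.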

Other observations

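The test of the share taken by VH junctions was chosen before its result was seen; the other tests of this part, apart from the splits of samples, were chosen only after the result was seen.

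For each count of changed segments, splits of the same samples that part every same-numbered pair were compared with the real one. In the CTCF degron line, 1 of 32 splits, the real one, gave as many as 62; the largest other count was 45. The remaining designs have too few such splits to go under 0.05. As many segments came from 1 of 4 splits in the Rad21 degron line (largest other count 1) and 1 of 8 with IGCR1 deleted (0). They came from 1 of 16 for CTCF degron against parental cells both with IAA (51) and without (10), 1 of 16 for bone marrow (110), and 1 of 8 each in the parental and OsTIR1-only lines (0 each). In the CTCF-tag-only line, where 0 segments passed (4 at an unadjusted p under 0.05), 8 of 8 splits gave as many.

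Without a filter on low tallies, 97 segments were called in the Rad21 degron line. Simulated data with no change at the same library totals gave a median of 79.5 calls, so the low depth of the IAA libraries is a candidate explanation for most of them.

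The a and b libraries of a replicate differed. The VH share was higher in a in 39 of 42 replicates, by 0.939 points on average and by 3.17 points in CTCF degron with IAA. The VH share was higher in a in 20 of the 22 replicates with fewer junctions in a, and in 39 of 42 with identical junctions counted once, so neither depth nor repeated copies account for it. The letters go with different bait endings: at least 94.2% of reads in an a or b library carry the ending of its letter. The 2 forms of the bait sequence are a candidate explanation, and no biological one was tested.

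In OsTIR1-only replicates 3 and 4, with and without IAA, Ighd2-6 was lower in b than in a libraries by log2 −2.54 to −2.28. Parental replicates of the same run had at least 0.0343, so the run does not account for it, and neither does the window, since with junctions within 1000 bp the highest value stayed at −2.28. Replicates 1 and 2 had at least −0.0789, which different cells in replicates 3 and 4 would also give. Whether cells that differ between replicates would lower a and b libraries alike was not tested, however, so that comparison does not decide it. The pattern is left without an explanation.

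VH junctions over 500 kb from the start of the VH region made up 28.9% of VH junctions in untreated CTCF degron cells and 22.2% in untreated CTCF-tag-only cells, against 4.23% in untreated parental cells (exact permutation p = 0.00952 and 0.0286; Benjamini-Hochberg 0.0398 and 0.0674). In the run shared with 2 parental replicates, at 4.53% and 5.24%, the CTCF-tag-only line was 17.3 points higher on average, but its replicate 1 had 6.28% and the other 3 had 24.4% to 30.2%. Parental replicates of at least the depth of that line had at most 3.75%, and with identical junctions counted once the CTCF degron line was 24.2 points above the parental one. The run and depth thus do not account for the difference in the CTCF-tag-only line, nor repeated copies for that in the CTCF degron line. Untreated CTCF degron and parental cells share no run, so the run was not tested there. OsTIR1 alone was not shown to differ from the parental line (2.71%; exact permutation p = 0.371), so the tag on CTCF may alter its function before IAA is added. The untreated Rad21 degron line, with no tag on CTCF, was itself 8.39 points above the parental line, so the pattern cannot be told apart from differences between clonal lines.

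Junctions outside segments within 5 kb above Ighd1-1 fell under IAA in the CTCF degron line, from 1.09% to 0.251%, while those from there to the VH region rose from 0.0137% to 0.0811% (exact permutation p = 0.00216 for each, the smallest possible; Benjamini-Hochberg 0.0225). In the 12 pairs of control replicates the first interval rose by at least 0.245 points, so IAA alone does not account for the fall. It was −1.26 points with identical junctions counted once. Per 100 junctions at Ighd1-1 it was −0.807 (0.959 against 1.77; exact permutation p = 0.0195), so the share taken by VH junctions does not account for it either. If scanning passing IGCR1 were the cause, the untreated IGCR1-deleted line would show it too. The first interval differed by −0.482 points from the undeleted line, with replicates at 0.0563% to 0.363% against 0.435% to 0.883%, without overlap. The other interval differed by 0.117 points (exact permutation p = 0.0571, Benjamini-Hochberg 0.121, for this interval only). Per 100 Ighd1-1 junctions, however, the first was 1.93 against 1.52, so this explanation can be neither kept nor dropped.

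In the control lines the share at Ighd1-1 fell under IAA in 12 of 12 pairs, with a mean change of −7.17 points (exact sign-flip p = 0.000488, the smallest possible). The fall was seen in 10 of 10 pairs from 1 run. With identical junctions counted once it was −5.46 points, lower in 11 of 12 pairs and in 9 of 10 from 1 run. Within runs, this counting moved the fall from −9.00 to −1.64 points in the parental line (2 pairs). It moved from −5.27 to −3.69 points in the OsTIR1-only line and from −8.08 to −6.75 in the CTCF-tag-only line. Repeated copies are thus not excluded for much of the within-run fall in the parental line, though merging of separate joins could shrink it too. IAA may alter D usage without a degron. A difference in handling between treated and untreated cultures was not tested.

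Of the full libraries, only bone marrow replicates 1 to 3 carry reads marked as duplicates, at 85.4%, 82.6% and 87.4% of reads. VH shares there were 31.6%, 29.5% and 25.6% among marked reads and 62.6%, 59.1% and 57.8% among unmarked ones, and 25.6%, 22.3% and 36.7% in replicates 4 to 6.

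At least 10 reads with the bone marrow bait ending were found in 5 of 92 other libraries. These were the b libraries of untreated parental replicates 2 (80 reads, 1.104%, 8 of them VH) and 3 (17 reads), of the IGCR1-deleted line's replicate 3 with IAA (27) and without (22), and of CTCF-tag-only IAA replicate 1 (16).

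All reads of the off-target lists were found in the full libraries. CTCF degron off-target replicates 3, 4, 5 and 6 hold reads of full replicates 4, 5, 6 and 3. Junctions outside segments within 5 kb above Ighd1-1 made up 11.9% of the CTCF degron lists and 69.8% of the parental ones (exact permutation p = 0.00476, the smallest possible; Benjamini-Hochberg 0.0225), and junctions on other chromosomes, Igk apart, 27.3% and 4.40% (exact permutation p = 0.00476).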
